# DNA Methylation Analysis of Growth Differences between Upright and Inverted Cuttings of *Populus yunnanensis*

**DOI:** 10.3390/ijms25105096

**Published:** 2024-05-07

**Authors:** Haiyang Guo, Tiansu Guo, Hailin Li, Shaojie Ma, Xiaolin Zhang, Chengzhong He, Dan Zong

**Keywords:** DNA methylation, *Populus yunnanensis*, inverted cuttings, *DET2* gene

## Abstract

DNA methylation is an important mechanism for epigenetic modifications that have been shown to be associated with responses to plant development. Previous studies found that inverted *Populus yunnanensis* cuttings were still viable and could develop into complete plants. However, the growth status of inverted cuttings was weaker than that of upright cuttings, and the sprouting time of inverted cuttings was later than that of upright cuttings. There is currently no research on DNA methylation patterns in inverted cuttings of *Populus yunnanensis*. In this study, we detected genome-wide methylation patterns of stem tips of *Populus yunnanensis* at the early growth stage and the rapid growth stage by Oxford Nanopore Technologies (ONT) methylation sequencing. We found that the methylation levels of CpG, CHG, CHH, and 6mA were 41.34%, 33.79%, 17.27%, and 12.90%, respectively, in the genome of inverted poplar cuttings, while the methylation levels of the four methylation types were higher in the genome of upright poplar cuttings than in inverted cuttings, 41.90%, 34.57%, 18.09%, and 14.11%, suggesting important roles for DNA methylation in poplar cells. In all comparison groups, CpG-type methylation genes in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway were annotated to pathways associated with carbon metabolism, ribosome biogenesis in eukaryotes, glycolysis/gluconeogenesis, pyruvate metabolism, and mRNA detection pathways, suggesting that different biological processes are activated in upright and inverted cuttings. The results show that methylation genes are commonly present in the poplar genome, but only a few of them are involved in the regulation of expression in the growth and development of inverted cuttings. From this, we screened the *DET2* gene for significant differences in methylation levels in upright or inverted cuttings. The *DET2* gene is a key gene in the Brassinolide (BRs) synthesis pathway, and BRs have an important influence on the growth and development process of plants. These results provide important clues for studying DNA methylation patterns in *P. yunnanensis*.

## 1. Introduction

Epigenetics, a phenomenon in which DNA sequences in the genome remain unaltered but gene function is altered and can be inherited and retained through cellular mitosis, was first proposed by Waddington [1]. DNA methylation is a major form of epigenetic modification that exhibits specificity across various plant species, tissues, organs, and developmental stages [2,3,4,5,6]. The process of methylation, which involves the addition of a methyl group to cytosine, takes place at the 5 position on the pyrimidine ring [7]. This is the same position where thymine, a DNA base, has its methyl group. This methyl group is absent in uracil, a similar base found in RNA. The conversion of 5-methylcytosine to thymine occurs through spontaneous deamination [8]. DNA methylation, as one of the most important regulatory phenomena in epigenetics, has crucial functions such as regulating gene expression, maintaining genetic material stability, and establishing epigenetic patterns. It also plays a key role in cellular processes such as transcriptional regulation, transposon inactivation, and genomic imprinting [9]. DNA methylation has emerged as one of the key methods for examining plant growth, development, and resilience to adversity in recent years. Many studies have demonstrated that DNA methylation plays a crucial role in responses to adverse stress conditions [10]. *Chorispora bungeana* responded to cold stresses rapidly through the alterations of DNA methylation to adapt to the intricate cold stresses in the alpine areas [11]. The RNA-directed DNA methylation (RdDM) pathway can dynamically regulate a large number of heat stress response genes [12]; Salt-induced expression of the *AtMYB74* transcription factor is silenced by RdDM under normal conditions but activated after salt treatment [13]. Effective reduction of malonaldehyde (MDA) and reactive oxygen species (ROS) levels, as well as enhancement of antioxidant activity, endogenous melatonin levels, proline, and pigment content, were observed after active modulation of methylation status in specific regions of the genome. In addition, redox and melatonin biosynthesis-related gene expression was upregulated [14]. DNA methylation can play a role in the regulation of oxidative stress and ROS in plants under a variety of abiotic stress conditions, including salt, cold, and heat, by regulating the expression of genes related to redox and melatonin biosynthesis [15]. DME-LIKE 2 (DML2) mediates DNA demethylation during fruit development, and in loss-of-function DML2 tomato mutants, fruits fail to develop to maturity, indicating that DNA methylation patterns affect plant growth and development [16].

*Populus yunnanensis* Dode is a natural tree species endemic to southwest China with excellent characteristics such as fast growth, strong rooting ability, and high survival rate of cuttings, thus becoming one of the most productive timber species in China [17]. Previous studies have shown that *P. yunnanensis* cuttings that are inverted can survive, but their rooting and sprouting time is slower compared to upright cuttings. In addition, the growth of the main branch thickness and seedling height of inverted cuttings is considerably lower than that of upright cuttings [18]. Studies have shown that DNA methylation plays a crucial role in plant responses to adversity stress, and the inverted insertion of poplar cuttings has a certain effect on the growth and survival of cuttings and leads to the re-establishment of auxin transport direction in bark and side buds of inverted cuttings (from lower morphological end to upper morphological end) [8,18,19]. Zhou et al. found that some plant hormones such as growth hormone (IAA), cytokinin (CTK), gibberellins (GAs), ethylene (ET), and brassinosteroids (BRs), changed considerably in inverted cuttings [18]. Given that inverted cuttings may affect the DNA methylation levels of plants, there are currently no reports on DNA methylation in *P. yunnanensis* inverted cuttings. Therefore, this study constructed DNA methylation maps for two *P. yunnanensis* cuttings (upright and inverted cuttings) from Oxford Nanopore Technologies (ONT) and compared the distribution of CG, CHG, CHH, and 6mA methylation levels in different growth stages. This study aims to explore *P. yunnanensis* methylation genome pattern and changes related to inverted stress, as well as identify key genes involved in growth based on methylation patterns.

## 2. Results

### 2.1. Methylation Profiles in P. yunnanensis Stem Tip

The ONT data were generated from inverted and upright samples collected at the initial and rapid growth stages. Following the removal of low-quality data, we obtained 13,772,462 clean reads (MeanQual > 7) from the initial growth stage samples and 14,930,842 clean reads from the rapid growth stage samples for further analysis. Sequence alignment between clean reads of each sample and the *P. yunnanensis* genome was performed, and the alignment efficiency ranged from 98.23% to 99.43% (Table 1). Based on the comparison results and the detection of methylation locus of the original electrical signal, each sample can detect an average of 4,390,229 CpG, 6,796,573 CHG, 32,540,903 CHH, and 38,595,366 6mA locus (10× depth) (Table 2; Figure S1). These loci were distributed across all 19 chromosomes, and the number of loci in each chromosome was correlated with its length, indicating the prevalence of methylation in the poplar genome. Comparing the number of loci in the inverted and upright samples, we found a slight increase in methylation levels in the upright samples. Comparing the number of loci in the samples for each growth stage, we found a slight increase in methylation level in the initial growth stage samples.

The methylation levels of the CpG site in the genome of Py-JZ (upright cuttings at the early stage of growth) were 42.30%, the CHG site was 33.99%, the CHH site was 17.25%, and the 6mA site was 11.73%, indicating the percentage of methylation levels in the *P. yunnanensis* genome. Correspondingly, Py-JD (inverted cuttings at the early stage of growth) had methylation levels of 40.95%, 33.43%, 17.11%, and 12.69% in the CG, CHG, CHH, and 6mA sequence contexts, respectively. We can see the difference in methylation levels between inverted and upright cuttings. The genomic methylation level of Py-SZ (upright cuttings at the rapid growth period) was 41.52% CG, 35.15% CHG, 18.92% CHH, and 15.50% 6mA. Correspondingly, Py-SD (inverted cuttings at the rapid growth period) had methylation levels of 41.73%, 34.15%, 17.43%, and 13.10% in the CG, CHG, CHH, and 6mA sequence contexts, respectively. In examining the distribution of methylation sites in the four sequence contexts, we found that the highest methylation levels were found at the CpG site, followed by the CHG site, and the lowest methylation levels were found at the CHH and 6mA sites. The four methylation types in the genomes of *P. yunnanensis* upright cuttings were slightly higher than those of inverted cuttings, and CpG methylation was the major methylation type in both upright and inverted cuttings of *P. yunnanensis* (Figure 1). Genome-wide methylation analysis showed that the methylation levels of the CpG locus and CHG locus were significantly higher than those of the CHH locus and 6mA locus and were negatively correlated with gene density (Figure 2).

In all mCGs and mCHH, the DNA sequence logo of methylated cytosine showed a consistent bias towards the sequence, regardless of whether it was inverted cuttings or normal cutting. Similarly, the DNA sequence logo of methylated adenine showed consistent bias towards the sequences in all 6mA sites (Figure 3).

After two-way ANOVA analysis of methylation differences, the results showed that in CpG methylation, there was a significant difference in the effect of upright and inverted cuttings on methylation levels (F = 8.656, *p* < 0.05), with upright cuttings having significantly higher methylation levels than inverted cuttings (*p* < 0.05). However, in CHG, there was no significant difference (*p* > 0.05) between upright and inverted cuttings of different growth periods on methylation levels. In CHH, the methylation level of upright cuttings was significantly higher than that of inverted cuttings (F = 6.797, *p* < 0.05), and the methylation level of the fast-growing stage was highly significantly higher than that of the primordial stage (F = 16.926, *p* < 0.01), and there was an interaction between the upright and inverted cuttings and the different growth periods (F = 7.621, *p* < 0.05). In 6mA, the methylation level of upright cuttings was significantly higher than that of inverted cuttings (F = 9.222, *p* < 0.05), and there was no significant difference between different growth periods. In summary, we hypothesize that there are methylation differences between upright and inverted cuttings of *P. yunnanensis*.

The RepeatMasker [20] was used to predict the methylation levels in the repeat regions, and the results showed that the four samples showed hyper-methylated in the repeating region and hypo-methylated in the upstream and downstream regions of CpG and 6mA methylation types. A similar pattern was observed in the CHG and CHH methylation types, where the repeating regions showed hyper-methylated and the upstream and downstream regions showed hypo-methylated, but the downstream regions had slightly higher methylation levels than the upstream regions (Figure S2).

Based on the location of the methylation locus on the reference genome and the gene location information on the reference genome, we found that all samples showed hypo-methylation levels in the genomic region and hyper-methylation levels in the upstream promoter region and downstream region. Within the genic regions, the methylation loci were most often located in the promoters (Figure 4). The methylation locus distribution patterns of *P. yunnanensis* in genic regions were similar to those of *Populus nigra* and *Populus. trichocarpa* [21].

### 2.2. Methylation Changed in Different Growth Stages and Cutting Methods in P. yunnanensis

In the present study, a total of 218,184, 331,990, 361,686, and 208,948 DMLs were identified respectively in the four comparison groups: JD_vs_SD, JZ_vs_JD, JZ_vs_SZ, and SZ_vs_SD (Figure 5). When differential methylation loci (DMLs) were annotated to the reference genome, it was observed that the CpG methylation locus was mainly located in the Distal Intergenic (approximately 49.70~56.57%). Within the genic regions, the methylation loci were most often located in the promoters (approximately 33.81~38.61%). The CHG methylation loci were mainly located in the distal intergenic (approximately 20%) and promoters (>50%). The distribution of CHH methylation sites is the same as that of CHG methylation. The 6mA methylation loci were mainly located in the distal intergenic (31~36%) and promoters (45~49%) (Figure S3). If a DML annotates a non-intergenic region of a gene, the gene is considered to be an associated gene of the DML. Gene ontology (GO) analysis of these associated genes was performed by AgriGO to detect the biological nature of the DNA methylation in the poplar genome. The most enriched GO terms in the upright and inverted samples were similar, such as cellular process, metabolic process, single–organism process, and biological regulation in the biological process GO domain; cell, cell part, organelle, membrane, membrane part, organelle part in the cellular component GO domain; binding, catalytic activity, transporter activity, nucleic acid binding transcription factor activity, structural molecule activity in the molecular function GO domain (Figure S4).

A total of 136, 178, 218, and 80 differential methylation regions (DMRs) were identified in the four comparison groups, respectively (Figure 6). When DMRs were annotated to the reference genome, it was observed that the CpG methylation loci were mainly located in the distal intergenic (approximately 30%). Within the genic regions, the methylation loci were most often located in the promoters (>50%). The CHG methylation loci were mainly located in the distal intergenic (29~33%) and promoters (>47%). The CHG methylation loci were mainly located in the Distal Intergenic (35%) and promoters (4~51%). The 6mA methylation loci were mainly located in the Distal Intergenic (approximately 41%) and promoters (40~45%) (Figure S5). To better describe the corresponding biological function of these DMRs, we identified DMRs that overlapped with gene regions; the distribution of DMRs in genic regions was similar to that of the locus. Gene ontology (GO) analysis of these associated genes was performed by AgriGO to detect the biological nature of the DNA methylation in the poplar genome. The enrichment results were the same as those of DML. The most enriched GO terms were cellular process, metabolic process, single–organism process, and biological regulation in the biological process GO domain; cell, cell part, organelle, membrane, membrane part, organelle part in the cellular component GO domain; binding, catalytic activity, transporter activity, nucleic acid binding transcription factor activity, structural molecule activity in the molecular function GO domain (Figure 7). The KEGG pathway analysis indicated that all the CpG methylated genes were mapped to carbon metabolism, ribosome biogenesis in eukaryotes, glycolysis/gluconeogenesis, pyruvate metabolism, and mRNA detection pathways. In addition, CpG methylated genes in JZ_vs_JD, JD_vs_SD, and JZ_vs_SZ comparison groups were annotated to ubiquitin-mediated proteolysis in KEGG (Figure 8). Therefore, we speculated that a few genes changed DNA methylation status, affecting the growth of poplar.

The accuracy of ONT was validated by bisulfite sequencing PCR (BSP) using the DNA samples for ONT. 

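RNA of the stem tip was sequenced in 12 libraries of *P. yunnanensis*, a poplar of southwest China that is propagated from stem cuttings. The libraries formed 4 groups of 3. These were upright cuttings at the early growth stage (JZT), inverted cuttings, which were planted upside down, at the early growth stage (JDT), upright cuttings at the rapid growth stage (SZT) and inverted cuttings at the rapid growth stage (SDT). The paper took 3 clones as its 3 biological replicates, and the libraries of each group carry the replicate numbers 1, 2 and 3. According to the paper, early tips were collected in July and rapid-stage tips in September. Growth stage therefore cannot be told apart from season, age of the cuttings or handling by date. The paper's text does not describe the RNA sequencing. The submitters' processing notes name HISAT2, which aligns reads to a genome, and StringTie, which assembles transcripts, without versions. The genome build, the annotation and the use of strand are not given in the sources used here. The deposited values were raw counts per gene, for 37562 annotated genes and 1917 further models listed as newGene. The total count per library was 28482400 to 32264800 in JZT (median 31994335), 31087666 to 32351507 in JDT (median 32235430), 30579397 to 31999682 in SZT (median 30755181) and 29464388 to 32702345 in SDT (median 30924763). At this depth 1 count stood for 0.030 to 0.034 CPM, the count relative to the scaled total of its library. Genes with low counts were removed with edgeR's filterByExpr, which left 29839 genes. Counts were scaled with TMM factors, all 12 libraries were fitted together with edgeR's quasi-likelihood model, and p-values were adjusted over the tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. CPM values below are scaled by TMM. The choice of test, the scaling, the filter and the treatment of the replicate numbers can change the calls.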

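In stem tips, 5 of the 6 genes that the study took as candidates were higher at the rapid growth stage than at the early growth stage, in upright and in inverted cuttings alike, and 1 was lower in both. Such changes were common, as 35.7% of all tested genes passed the threshold between stages in upright and 41.8% in inverted cuttings. *Pyun18G012180* (*PyfrmA*, S-(hydroxymethyl)glutathione dehydrogenase, an enzyme that detoxifies formaldehyde) rose 10.9-fold in upright cuttings, from 1.43 ± 0.233 to 15.7 ± 0.743 CPM (SD, n = 3), and 14.4-fold in inverted cuttings, from 1.59 ± 0.679 to 22.9 ± 5.59 CPM (SD, n = 3). *Pyun08G000970* (*PyDET2*, steroid 5-alpha-reductase of brassinosteroid synthesis) rose from 0.461 ± 0.415 to 2.01 ± 0.0566 CPM (SD, n = 3) in upright cuttings and from 0.367 ± 0.295 to 1.93 ± 0.481 CPM (SD, n = 3) in inverted cuttings. *Pyun09G000880* (*PySOD1*, a Cu-Zn superoxide dismutase, which removes superoxide) fell from 87.5 ± 8.26 to 53.0 ± 10.5 CPM (SD, n = 3) in upright cuttings and from 92.6 ± 4.93 to 58.1 ± 5.00 CPM (SD, n = 3) in inverted cuttings.
The stage change of *PyDET2* was a log2 fold change of 2.10 in upright cuttings (standard error 0.591, adjusted p = 0.0155 from edgeR's quasi-likelihood test) and 2.39 in inverted cuttings (standard error 0.606, adjusted p = 0.00758). That of *PyfrmA* was 3.45 (standard error 0.277, adjusted p = 2.91e-06) and 3.85 (standard error 0.278, adjusted p = 1.01e-06) from the same test. *PySOD1* fell by 0.72 and by 0.67 on the log2 scale, with adjusted p = 0.000847 and 0.0011 in edgeR. *Pyun17G009050* (*PyMYBP*, a MYB transcription factor) rose by 1.14 and 1.04 on the log2 scale, with adjusted p = 0.00106 and 0.00153 in edgeR. *Pyun03G003680* (*PyUNC*, an uncharacterized protein) rose by 0.99 and 0.80, with adjusted p = 8.72e-06 and 3.2e-05 in edgeR. *Pyun02G001640* (*PyMORG1*, mitogen-activated protein kinase organizer 1, a scaffold of kinase signalling) rose by 2.14 in upright cuttings, to 3.13 ± 0.370 CPM (SD, n = 3), and by 5.21 in inverted cuttings, to 3.22 ± 0.451 CPM (SD, n = 3), with adjusted p = 0.0041 and 3.89e-05 in edgeR. For each of the 6 genes, all 3 libraries of one stage lay beyond all 3 of the other in both orientations, with p = 0.1 in an exact two-sided permutation test, the smallest p that 3 libraries against 3 allow.
Between inverted and upright cuttings, none of the 6 genes passed the threshold at either stage over all genes tested, with adjusted p from 0.055 to 0.852 at the early stage and from 0.872 to 0.993 at the rapid stage in edgeR. *PyMORG1* had the smallest of these. At the early stage it held 10 to 39 counts per library in upright cuttings, a mean of 0.709 ± 0.445 CPM (SD, n = 3), and 0 to 4 counts in inverted cuttings, a mean of 0.0830 ± 0.0719 CPM (SD, n = 3), a log2 fold change of −3.03 (standard error 0.645, adjusted p = 0.055 in edgeR). Adjusted over the list alone, it was the 1 gene lower in inverted cuttings at the early stage (adjusted p = 0.00305) and none was higher, and the stage counts were again 5 higher and 1 lower in both orientations. The study screened these 6 genes with the same libraries, so the list is not independent evidence of its direction. *PyDET2* held only 4 to 31 counts per library at the early stage, and its stage change in upright cuttings lost the threshold without JZT replicate 1 (log2 fold change 1.75, adjusted p = 0.055 in edgeR) or without JZT replicate 3 (1.79, adjusted p = 0.0585), with adjusted p from 0.00203 to 0.0585 over all alternatives, and its fold was 8.88 without JZT replicate 2 in upright and 9.35 without JDT replicate 2 in inverted cuttings. The early difference of *PyMORG1* between orientations passed the threshold with the DESeq2 Wald test (adjusted p = 0.000419), with scaling by library totals only (adjusted p = 0.0469) and without JZT replicate 3 (adjusted p = 0.0385), with adjusted p from 0.000419 to 0.214 over all alternatives.

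**Figure D1:**
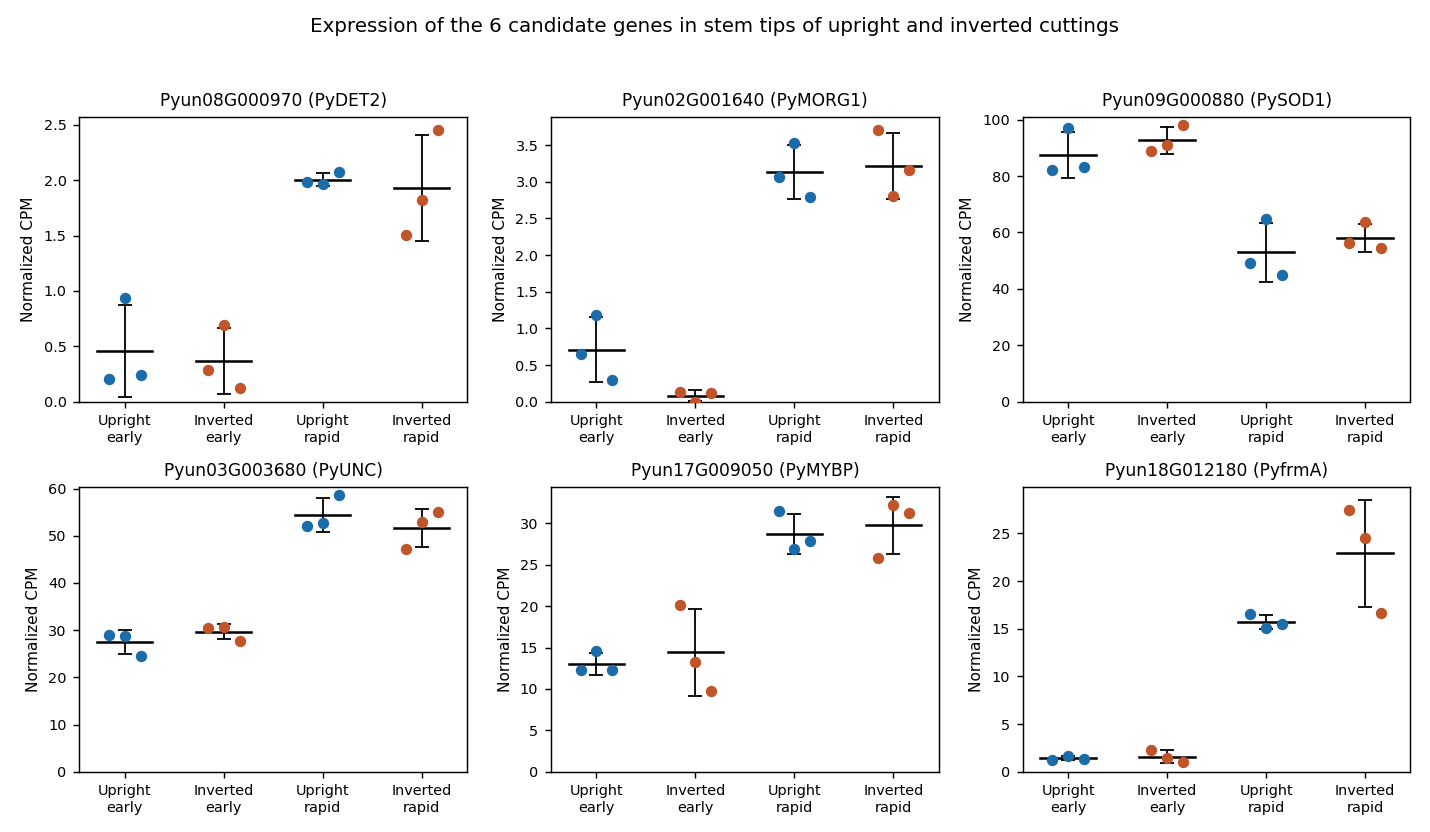
Expression of the 6 candidate genes in stem tips, in CPM scaled by TMM on linear axes that start at 0. Each point is 1 library, in order of replicate number within its group, the horizontal line is the group mean and the bar is the SD (n = 3), with upright cuttings in blue and inverted cuttings in orange. The 4 groups of *PyDET2* have means of 0.461, 0.367, 2.01 and 1.93 CPM from left to right.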

Six candidate genes were screened by combined analysis of methylation sequencing data as well as transcriptome sequencing data (GSE249347), including *Pyun02G001640* (mitogen-activated protein kinase organizer 1), *Pyun09G000880* (superoxide dismutase, Cu-Zn family), *Pyun03G003680* (uncharacterized protein), *Pyun08G000970* (steroid 5-alpha-reductase), *Pyun17G009050* (transcription factor MYB, plant) and *Pyun18G012180* (S-(hydroxymethyl) glutathione dehydrogenase/alcohol dehydrogenase).

The expression levels of the six genes were detected using qPCR. The expression levels of the *Pyun08G000970* (steroid 5-alpha-reductase) were significantly upregulated in the rapid growth stage compared to the early growth stage. And the relative expression of the *Pyun08G000970* gene at the rapid growth stage was 10.8 times that at the early growth stage in the upright samples; the relative expression of *Pyun08G000970* gene at the rapid growth stage was 5.7 times that at the early growth stage in the inverted samples (Figure 9).

### 2.3. Sequence Analysis of PyDET2 Gene

We cloned and analyzed the sequence of the *PyDET2* gene and performed preliminary functional studies. The amino acid sequence of *PyDET2* was analyzed using Expasy-ProtParam tool (http://web.expasy.org/protParam/, accessed on 20 December 2022). The results showed that the amino acid sequence of the gene had a molecular weight of 30,020.48 Da, a theoretical isoelectric point (pI) of 9.66, an aliphatic index of 108.11, and a grand average of hydropathicity (GRAVY) of 0.340. Analysis of the NCBI-CDD structural domain indicated the presence of a PEMT superfamily structural domain in this gene. Sequence alignment analysis using DNAMAN software (v6.0) showed that the amino acid sequence of *DET2* in *P. yunnanensis* showed similarity to that of *Populus alba*, *Populus euphratica*, *Populus trichocarpa*, *Populus tomentosa*, *Salix brachista*, *Salix suchowensis*, *Arabidopsis thaliana*, *Glycine max*, *Nicotiana tabacum*, *Manihot esculenta*, *Hevea brasiliensis* and *Jatropha curcas*, and the similarity with poplar species was as high as 97.62%. The high similarity of *DET2* amino acid sequences with poplar species was 97.62%, indicating that the gene has a clearly conserved region (Figure 10).

A phylogenetic tree (Bootstrap = 1000) was constructed for the *DET2* amino acid sequences of *P. yunnanensis*, *P. alba*, *P. euphratica*, and *P. trichocarpa* using the neighbor-joining method with MEGA 7 software. The results showed that the gene is highly related to Populus and that *P. yunnanensis* and *Populus trichocarpa* are in the same phylogenetic branch, and Populus species are also closely related to *M. esculenta*, *H. brasiliensis*, and *J. curcas*, which are species of Euphorbiaceae (Figure 11).

*PyDET2* gene promoter sequences were imported into the PlantCARE and PlantTFDB online websites for cis-acting element prediction analysis. On the *PyDET2* gene promoter’s positive and negative strand sequences, we discovered several cis-acting elements. There are additional cis-acting elements associated with light response and stress tolerance in addition to the transcriptionally necessary CAAT-box and TATA-box. A cis-element involved in the abscisic acid response (ABRE) is located at +1875 bp. A cis-element involved in defense and stress response (TC-rich repeats) is located at +1360 bp, a cis-element involved in light response (G-Box) is located at −1874 bp, a cis-element related to hyphal tissue expression (CAT-Box) is located at −412 bp, a cis-element involved in gibberellin response (P-Box) is located at +1038 bp, a region involved in light response module is located at −1970 bp, two cis-element involved in salicylate response cis-elements at −1126 bp and −1753 bp, two regions of light-responsive conserved DNA modules at +121 and −1215 bp, four cis-elements involved in the low-temperature response at −752, −1172, −1235, and −1522 bp, and seven regulatory cis-elements involved in anaerobic induction at −601, −669, +1202, +1207, +1298, +1675, and +1927 bp (Table 3).

## 3. Discussion

The characterization of genome-wide methylation patterns in plant systems has been a hot research area in recent years. In previous studies, it has been found that inversion cutting has certain effects on the synthesis of endogenous hormones and signal transduction of *P. yunnanensis* [18,22]. The present study is the first to systematically compare genome-wide methylation profiles in *P. yunnanensis* shoot apex between upright and inverted. Using the ONT method, we obtained DNA methylation profiles for both kinds of cuttings, and numerous genes were found to be methylated in different genic regions, especially in the promoter regions, it is suggested that DNA methylation may have a potential role in regulating gene downstream. These genes were shown to be involved in multiple biological processes, molecular functions, and cellular components, indicating the importance of the roles of DNA methylation in *P. yunnanensis*.

Additionally, the methylation levels of CpG, CHG, CHH, and 6mA in the genome of the inverted seedling of *P. yunnanensis* were 41.34%, 33.79%, 17.27%, and 12.90%, respectively. However, the methylation levels of CpG, CHG, CHH, and 6mA in the genome of the upright seedling of *P. yunnanensis* were 41.90%, 34.57%, 18.09%, and 14.11%. Therefore, we know that a small part of genes changed their methylation state due to different cutting methods and CpG methylation was the main methylation type in *P. yunnanensis*. In *P. yunnanensis* upright and inverted cuttings, DNA repeat regions, CpG island regions, and non-coding regions showed hypermethylation levels, while hypomethylation levels were found in gene body regions, which was more consistent with the result that gene body methylation was positively correlated with gene expression in rice [23,24]. CpG and CHG methylation levels were positively correlated with DNA repeat regions and negatively correlated with gene density, and the results suggest that DNA methylation has a function in maintaining genomic stability [25,26].

Brassinolide (BRs), a crucial plant hormone, are found in all plant organs and play a key role in a variety of growth and development processes, including seedling growth, cell elongation, cell wall formation, and the way that plants react to environmental stresses like drought, low temperature, and high salinity. Fujioka et al. elucidated the basic pathway of BR synthesis by a suspension-cultured periwinkle cell system using campesterol (CR) as the initiator of BR synthesis [27]. The *DET2* gene encodes a steroid 5α-reductase, which is a key rate-limiting enzyme in BR biosynthesis, and deletion of the *DET2* gene in *Arabidopsis thaliana* leads to leaf de-yellowing, enhanced antioxidant activity, and affects root elongation growth [28,29].

Identification and analysis of the *PyDET2* family showed that the *PyDET2e* (*PyDET2*) gene has a CDS length of 795 bp, encodes 264 amino acids, and has a protein molecular weight of 30.02 kDa. It is an unstable hydrophobic protein without a signal peptide, with three transmembrane regions consisting of α-helices, and is presumably a non-secretory membrane protein, with a hydrophobicity index of 0.34, which is consistent with the characteristics of membrane-localized proteins. The vector was constructed and transferred into tobacco leaves for observation, and it was found that the protein was distributed in chloroplasts, so it was presumed to be a chloroplast membrane-bound protein [30]. The presence of the Steroid_dh(pfam02544) structural domain (which belongs to the PEMT superfamily) was shown by NCBI-CDD structural domain analysis. In studies with *A. thaliana*, it was found that functional deficiency of the det2 gene resulted in a significant reduction in the cellulose synthase gene and the content of cellulose [31].

The *PyDET2* gene was successfully cloned in *P. yunnanensis*, and sequence comparison analysis revealed that the protein sequence encoded by the *PyDET2* gene is highly similar to that of Salicaceae (97.62%) and has high similarity with the *DET2* protein sequence in Euphorbiaceae. This suggests that the protein encoded by the *PyDET2* gene is relatively conserved in evolutionary terms. Wang et al. introduced a *DET2* gene overexpression vector into poplar (*P. alba × P. glandulosa*), and *PagDET2* overexpression lines promoted apical and radial growth, thus enhancing stem height and stem diameter in the transgenic trees [32]; Li et al. successfully cloned the 84 K poplar *PagDET2* gene and transformed 84 K poplar using the Agrobacterium-mediated method, and the transgenic poplar. The endogenous BR content of transgenic poplar was significantly higher than that of wild type 84 K poplar, and overexpression of the *DET2* gene promoted high growth of 84 K poplar [33]. In one study, the *DET2* overexpression gene vector was introduced into *P. tomentosa*, which promoted the elongation and thickening of *P. tomentosa* stems and the growth of adventitious roots [34]. *GmDET2* was able to significantly promote the increase of hypocotyl length and plant height in *A. thaliana* [35]. Based on this, we hypothesized that *PyDET2* may influence the tall and thick growth of *P. yunnanensis*.

The analysis of cis-acting elements in the promoter region of the *PyDET2* gene of *P. yunnanensis* showed that there were more light-responsive and anti-adversity-related elements in the promoter region, and it was hypothesized that the expression of the PyDET2 gene might be regulated by light or stress. It has been discovered that light signaling and brassinolide work in concert. The transcription factor GATA2 interacted with the BR and light signaling pathway to restore the light form after exposing yellowed plants to light settings [36]. The synergistic action of BR and light signaling promotes growth processes in *Arabidopsis*, including the expression of light-regulated photosynthetic genes, cell elongation, normal leaf and chloroplast senescence, and flower induction [37,38]. It indicates that *DET2* gene expression with light signaling works in concert, but more research is required to determine the precise process.

Previous studies have shown that the synthesis and signal transduction of endogenous hormones in *P. yunnanensis* were affected after inversion; the synthesis of the coding for USPase was affected, thus affecting the anabolism of glycans in the cell wall, and these may be one of the factors that hinder the growth and development of inverted cuttings [18,22]. In our study, five growth-related genes were identified by ONT sequencing, among which *DET2* gene differential levels were the most significant. And we found that the expression of *the DET2* gene in upright cuttings was higher than that in inverted cuttings, so we speculated that it might be due to the synthesis of BRs caused by the differential expression of *the DET2* gene, which led to the differential growth of orthotropic and inverted cuttings of *P. yunnanensis*. 

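Stem tips of upright cuttings held on average slightly more transcript of *PyDET2* (*Pyun08G000970*), the steroid 5-alpha-reductase of brassinosteroid synthesis, than those of inverted cuttings, and the difference was smaller than the spread between libraries. Over both growth stages, normalized expression was 1.23 ± 0.887 CPM in upright and 1.15 ± 0.926 CPM in inverted cuttings (SD, n = 6), a spread that includes the difference between the stages. Compared within each stage and averaged, the log2 fold change of inverted against upright cuttings was −0.20 (standard error 0.417, adjusted p = 0.863 from edgeR's quasi-likelihood test), with a 95% interval from 0.465-fold to 1.64-fold. Upright was the higher of the pair in 4 of the 6 pairs of libraries with the same stage and replicate number. An exact two-sided permutation test of log2(CPM + 1), which shuffled orientation within each stage over 400 arrangements, gave p = 0.635, where the smallest possible p is 0.005.
At the early stage the log2 fold change of inverted against upright cuttings was −0.34 (standard error 0.636, adjusted p = 0.843 in edgeR), and at the rapid stage it was −0.06 (standard error 0.541, adjusted p = 0.992 in edgeR). The increase of *PyDET2* from the early to the rapid stage was larger in inverted than in upright cuttings by 0.28 on the log2 scale (standard error 0.831, adjusted p = 0.975 in edgeR), so no difference in the increase was detected. In the paper's qPCR the increase was larger in upright cuttings (10.8-fold against 5.7-fold). The averaged difference changed sign without JZT replicate 2, to 0.33, or without JDT replicate 3, to 0.01, and it was −0.62 without JDT replicate 2. Replicate 2 was the highest early library in both orientations (0.94 CPM in upright and 0.694 CPM in inverted cuttings). The fit left the replicate numbers out, so omitting replicate 2 from 1 orientation also unbalances these numbers between the orientations. From a higher expression of *DET2* in upright cuttings, the paper speculates that the synthesis of brassinosteroids, through the differential expression of this gene, might have led to the different growth of upright and inverted cuttings.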

In conclusion, the *DET2* gene may play an important role in the tall growth and stem elongation of plants, but further studies are needed to determine whether the *PyDET2* gene has the same effect in *P. yunnanensis*.

## 4. Materials and Methods

### 4.1. Plant Material Cultivation and Collection

Three one-year-old *P. yunnanensis* clones from the Haikou Forest Farm of Kunming (Kunming, China) were selected as three biological replicates, and their main stems were used to generate cuttings of similar length and diameter. We cultivated the cuttings at Southwest Forestry University (Kunming, China. 102.76 E, 25.06 N) during June in two orientations: upright and inverted. Stem tip parts of the main branches were collected in July (early growth period) and September (rapid growth period), and three biological replicates were taken for each condition. The sample groups from two periods June (J) and September (S) of the upright (Z) and inverted (D) cuttings were named JZ, JD, SZ, and SD, and the three replicates within each group were numbered with 1 (e.g., JZ1), 2 (e.g., JZ2), and 3 (e.g., JZ3). The samples were rapidly frozen in liquid nitrogen, placed in an ultra-low temperature freezer at −80 °C, and sent to Biomarker Technologies for methylation sequencing analysis.

### 4.2. Data Filtering and Methylation Level Analysis

The raw downstream data format of Nanopore sequencing is binary fast5 format (containing all raw sequencing signals), and a single read corresponds to a single fast5 file. Each read corresponds to a single fast5 file. After basecalling by Guppy software (v6.4.6), the fast5 format data are converted to FASTQ format for subsequent quality control analysis. The raw FASTQ data were further filtered for splices, short fragments (Length < 50 bp), and low-quality reads (MeanQual < 7) to obtain the total dataset. Clean reads were compared to the reference genome by the split-reads (SR) method using minimap2 software [39]. Nanopolish (v0.8.4) is used to detect CpG based on the hidden Markov model [40]. The algorithm adds M bases as methylated C sites, defines the base strings to be detected for methylation status in the reference genome as SRs (at least one CpG site and its upstream and downstream 5 bp base strings are included), and then compares the basecalling reads with the reference genome, and determine whether the SRs are covered by reads or not, and the likelihood value was used to determine whether it was a methylation state. The sequencing data were first re-squiggled using Tombo software (v1.5.1), and then the Alternative Model was used to detect CHH, CHG, and 6mA sites [41]. Methylation levels are more realistic at higher sequencing depths, so C and A sites above the 10× depth of detection are retained for subsequent analysis. The repeat region was predicted using RepeatMasker software (v4.1.5), and the repeat region, upstream 2 Kb, and downstream 2 Kb were divided into 50 bins, and the average methylation level of each bin was counted [20].

### 4.3. Screening of Differential Methylation Regions

SMART2 software was used to screen the differential methylation locus and regions. Differential methylation regions (DMR) were detected based on genomic segmentation, which is a subset with a high methylation similarity locus. Adjacent fragments with similar patterns were further combined into larger fragments. Differential methylation regions (DMR) were analyzed by SMART2 software (v2.2.8) to calculate the *p*-value and difference levels between comparison groups. When *p* < 0.05 for the difference between the read numbers of each methylated region for two samples, this study determined that the result was significant. Methyl Specificity was combined with *p*-value to determine whether a region had differential methylation. The ChIPseeker software (v1.40.0) package was used to annotate the DMR to different gene regions according to the location of the DMR. The methylated exon, intron, promoter, coding sequence (CDS), the 5′-untranslated region (UTR), 3′ UTR, and intergenic region were identified based on P. yunnanensis genome database transcript annotations. If DMR is annotated to a non-intergenic region of a gene, the gene is considered to be an associated gene of DMR. GO/KEGG enrichment analysis of DMR-associated genes was performed by R clusterProfiler (v4.1.1).

### 4.4. Bisulfite Sequencing of Differentially Methylated Genes

To validate the ONT results, DMRs overlapping in six genes were confirmed using bisulfite PCR (BS-PCR) and RNA-Seq. Bisulfite conversions were completed using the DNA Bisulfite Conversion Kit (TIANGEN Biotech Co., Ltd., Beijing, China). Bisulfite-modified PCR primers were designed using the online program MethPrimer (http://urogene.org/methprimer2/, accessed on 19 June 2022). Information on the amplified methylated regions and primers is listed in Table 4. The disulfite-transformed DNA was used as the template DNA for PCR amplification with the TaKaRa EpiTaq HS enzyme (R110Q). The PCR amplification conditions were: 5 min at 94 °C, followed by 40 cycles of 30 s at 94 °C, 30 s at 54 °C and 30 s at 72 °C, and further elongation at 72 °C for 10 min using an ABI Veriti 96-Well Thermal Cycler (Applied Biosystems, Waltham, MA, USA). The PCR products were separated and purified with a DNA product purification kit (TaKaRa, Tokyo, Japan) and a TaKaRa MiniBEST Agarose Gel DNA Extraction Kit Ver.4.0. Purified amplicons were cloned into the pMD 18-T Easy vector (6011) and Trans1-T1 receptor cells (CD501) were used to transform the vector and culture monoclonal colonies. The monoclonal colonies were selected and cultured for positive cloning identification and sequencing. The sequencing results and original sequences were analyzed via the online website QUMA (http://quma.cdb.riken.jp/, accessed on 10 July 2022).

### 4.5. RNA Isolation and qPCR Analyses

Total RNA was extracted from the shoot apex using a Plant RNA Kit (Omega Bio-Tek, Norcross, GA, USA) for gene expression validation experiments. Fast King RT Kit (TIANGEN Biotech Co., Ltd., Beijing, China) was used to synthesize the first cDNA strand of RNA. PD-E1 was used as the internal reference gene for RT-qPCR verification, and primers of the screened genes were designed by Primer5.0 software and NCBI Primer-BLAST. Amplification lengths and primers are listed in Table 5. We performed qPCR analysis in the Rotor-Gene Q (QIAGEN, Duesseldorf, Germany). Each 20 μL PCR system contained 2 μL of first-strand cDNA, 200 nM of primers, and a 2× chamQ SYBR qPCR master mixture (Vazyme, Nanjing, China). The amplification conditions were: 3 min at 95 °C, followed by 40 cycles of 10 s at 95 °C, 30 s at 56 °C and 30 s at 72 °C, and further elongation at 72 °C for 10 min. We performed three replicates for each sample. Relative quantification values were calculated using the 2^−ΔΔCT^ method.

### 4.6. Functional Analysis of PyDET2 Gene

Physicochemical properties of the *PyDET2* gene-encoded protein were analyzed using Expasy-ProtParam (https://web.expasy.org/protparam/, accessed on 20 December 2022) online software. The NCBI online website was used to query the *DET2* amino acid sequences of *Populus alba*, *Populus euphratica*, *Populus trichocarpa*, *Populus tomentosa*, *Salix brachista*, *Salix suchowensis*, *Arabidopsis thaliana*, *Glycine max*, *Nicotiana tabacum*, *Manihot esculenta*, *Hevea brasiliensis* and *Jatropha curcas*. The homologous amino acid sequences of *DET2* from different plants were analyzed by multiple sequence comparisons and the conserved structure of the protein was analyzed using DNAMAN software (v6.0). The phylogenetic tree of *DET2* homologous amino acid sequences from different plants was constructed using MEGA 7 software with the neighbor-joining method. The sequence of 2000 bp upstream of the start codon ATG in the CDS region of the *PyDET2* gene was imported into the PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/, accessed on 22 December 2022) and PlantTFDB (http://planttfdb.gao-lab.org/index.php, accessed on 22 December 2022) online websites for promoter sequence analysis.

## Figures and Tables

**Figure 1:**
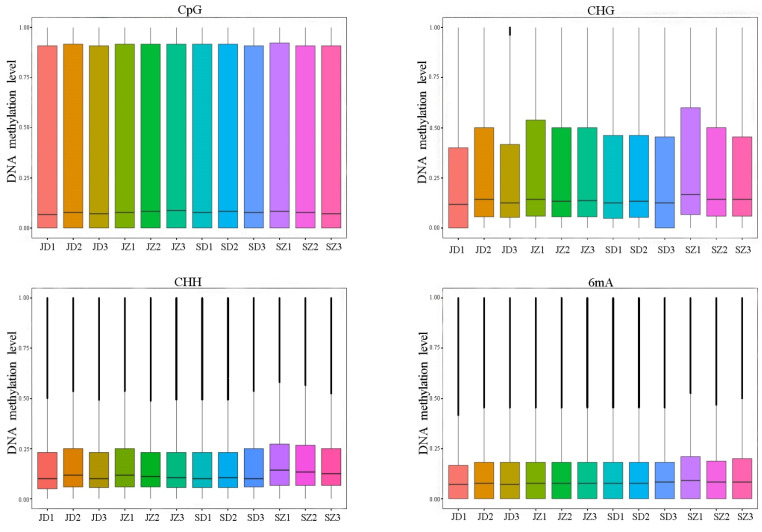
Comparative box plot of the overall distribution of methylation levels for each sample.

**Figure 2:**
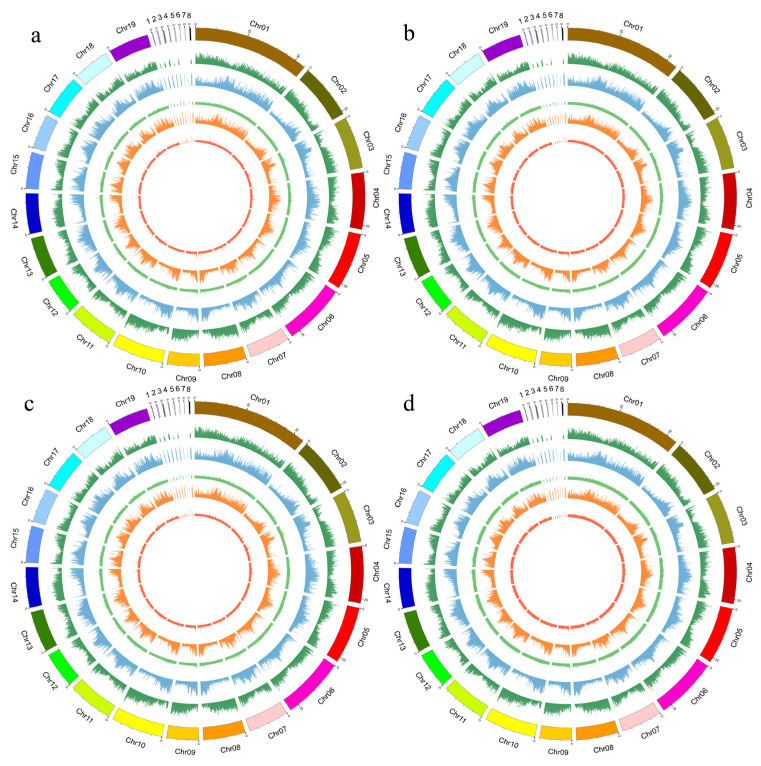
Genome-wide methylation levels of different samples. (**a**) JD (inverted cuttings at the early stage of growth); (**b**) JZ (upright cuttings at the early stage of growth); (**c**) SD (inverted cuttings at the rapid growth period); (**d**) SZ (upright cuttings at the rapid growth period). 1–8: Contig00021, Contig00387, Contig00139, Contig00070, Contig00237, Contig00121, Contig00246, Contig00109; The methylation levels of chromosomes, gene density in windows, CpG, CHH, CHG, and 6mA are indicated from outside to inside.

**Figure 3:**
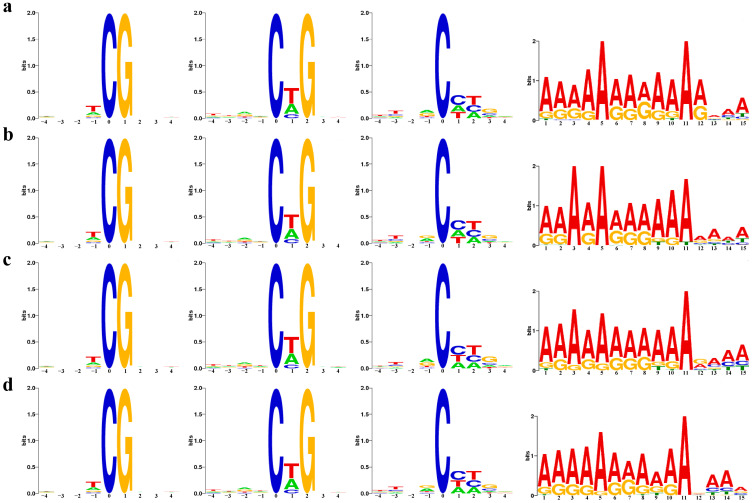
Sequence distribution around the 5 mC site of samples and motif distribution in the 6 mA region of samples. From left to right, CG, CHG, CHH and 6 mA. (**a**) JD; (**b**) JZ; (**c**) SD; (**d**) SZ.

**Figure 4:**
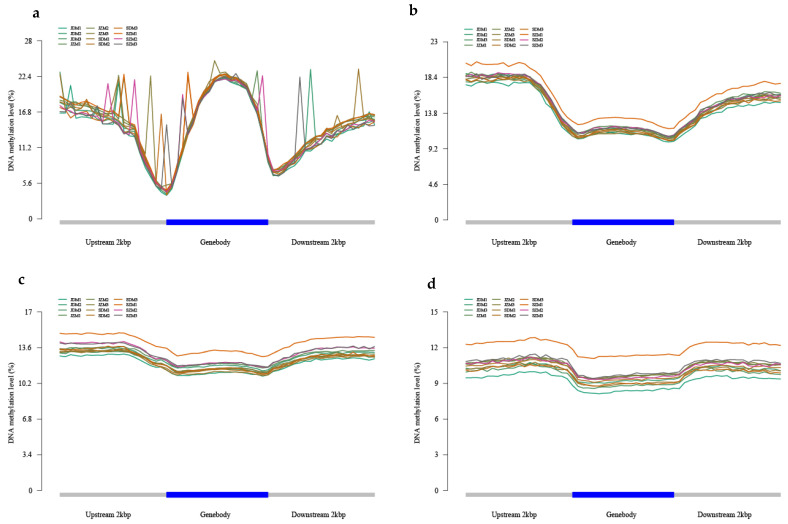
Methylation levels in different regions of all genes. (**a**) CG; (**b**) CHG; (**c**) CHH; (**d**) 6mA.

**Figure 5:**
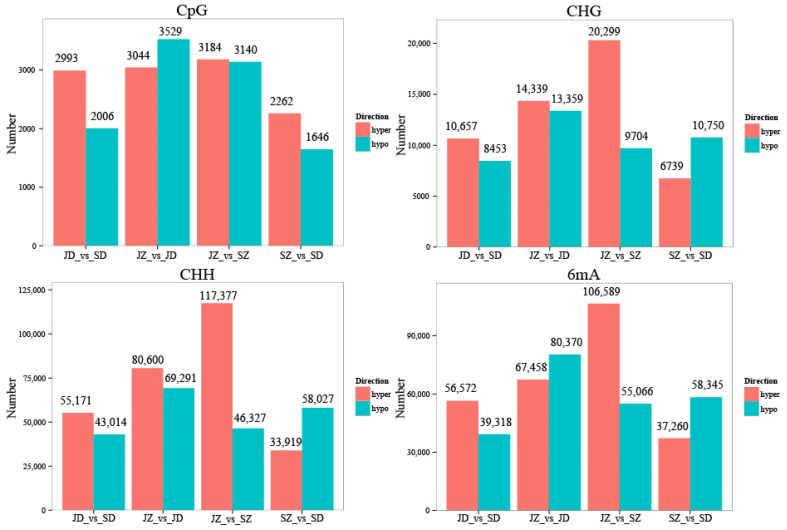
Statistics of DML of samples.

**Figure 6:**
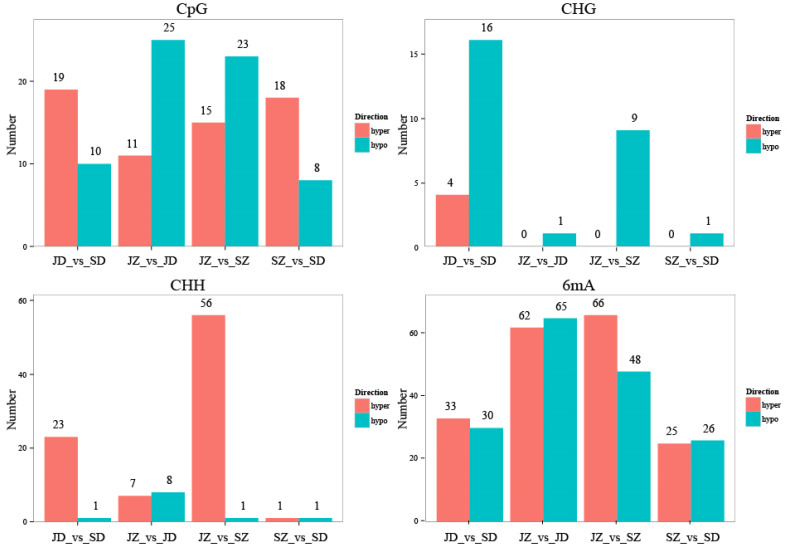
Statistics of the DMR of the samples.

**Figure 7:**
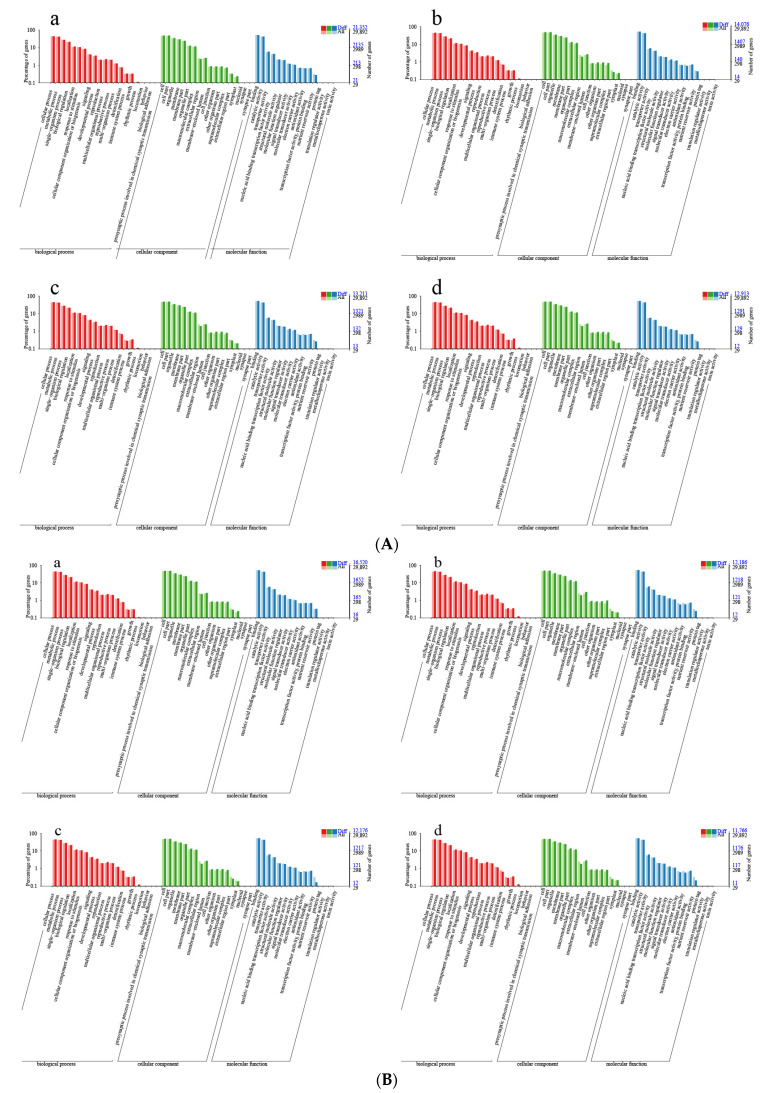
(**A**) GO enrichment map of DMR-associated genes in comparison group JZ_vs_JD. (**a**) CG; (**b**) CHG; (**c**) CHH; (**d**) 6mA; (**B**) GO enrichment map of DMR-associated genes in comparison group SZ_vs_SD. (**a**) CG; (**b**) CHG; (**c**) CHH; (**d**) 6mA.

**Figure 8:**
GO enrichment map of DMR-associated genes of CpG type. (**a**) JD_vs_SD; (**b**) JZ_vs_JD; (**c**) JZ_vs_SZ; (**d**) SZ_vs_SD.

**Figure 9:**
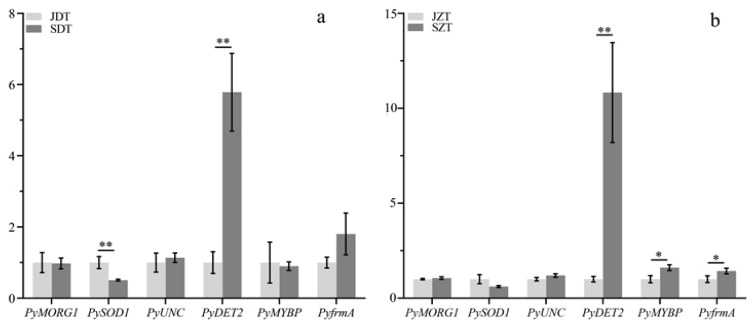
Relative expression of genes. (**a**) inverted; (**b**) upright. “*” indicates significant differences (*p* < 0.05); “**” indicates highly significant differences (*p* < 0.01).

**Figure 10:**
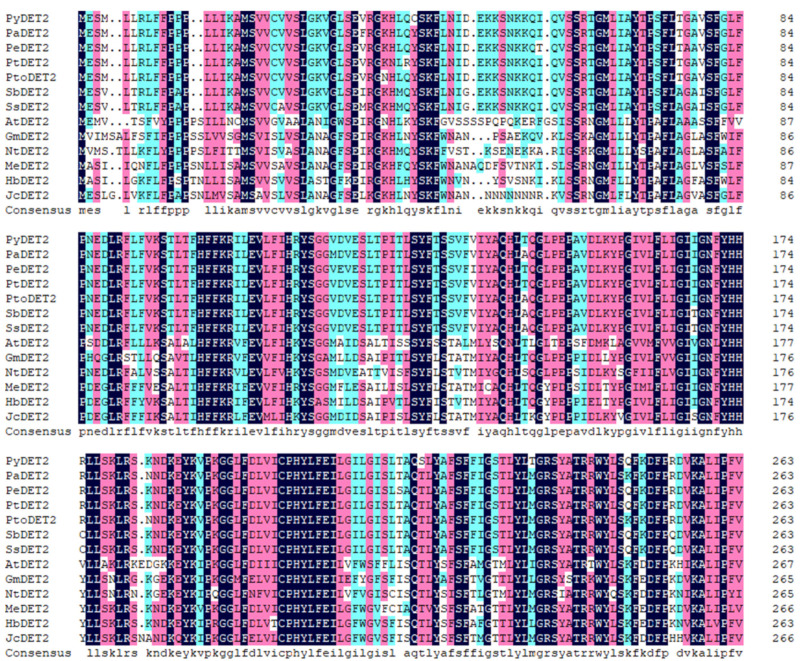
Comparative analysis of homologous amino acid sequences of *DET2* in different plants.

**Figure 11:**
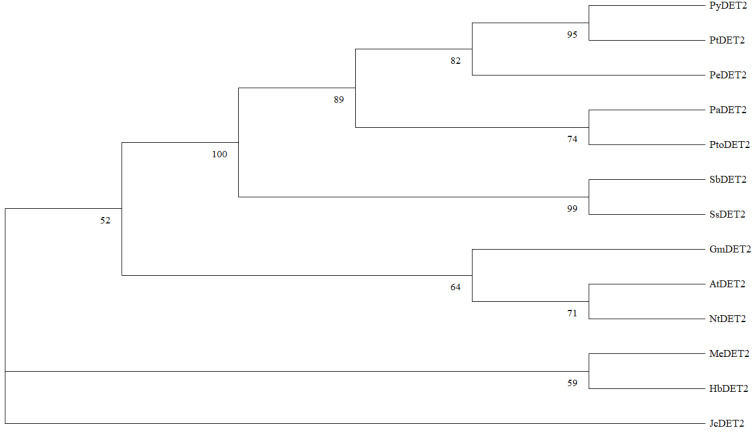
Phylogenetic tree of *DET2* homologous amino acid sequences of different plants.

**Table 1:** Statistics of clean reads comparison results of each sample.

ID	SeqNum	MeanQual	Mapped	Unmapped	Ratio (%)
JD1	1,907,103	9.07	1,893,080	14,023	99.26
JD2	2,263,391	9.00	2,248,376	15,015	99.34
JD3	2,561,229	9.07	2,541,902	19,327	99.25
JZ1	2,383,091	9.07	2,363,922	19,169	99.20
JZ2	2,382,629	9.55	2,366,818	15,811	99.34
JZ3	2,275,019	9.51	2,262,031	12,988	99.43
SD1	2,462,841	9.54	2,431,027	31,814	98.71
SD2	2,615,083	9.55	2,588,305	26,778	98.98
SD3	2,090,749	9.00	2,056,227	34,522	98.35
SZ1	3,101,285	9.08	3,054,641	46,644	98.50
SZ2	2,414,738	8.92	2,372,104	42,634	98.23
SZ3	2,246,146	9.06	2,216,803	29,343	98.69

**Table 2:** Statistics of different types of methylation sites of each sample.

ID	CpG	CHG	CHH	6mA
JD1	3,762,802	5,329,392	24,840,600	27,585,968
JD2	4,737,441	7,551,680	36,421,035	43,349,990
JD3	4,203,995	6,893,669	33,014,063	38,648,190
JZ1	5,566,422	8,458,870	41,736,818	51,431,038
JZ2	5,207,927	7,815,594	38,080,584	45,926,680
JZ3	5,301,295	7,661,277	37,110,631	44,386,235
SD1	4,332,887	6,400,612	30,245,830	34,609,545
SD2	4,819,742	7,128,564	34,175,017	40,030,356
SD3	2,566,496	4,121,957	18,423,471	19,866,134
SZ1	5,556,780	9,377,372	46,555,303	60,528,769
SZ2	2,992,772	5,201,162	23,789,123	26,780,834
SZ3	3,634,195	5,618,731	26,098,363	30,000,662

**Table 3:** Enumeration of cis-acting elements on the PyDET2 gene promoter.

Element	Sequence (5′-3′)	Location	Number of Elements	Function
ABRE	ACGTG	1875+	1	Abscisic acid responsiveness cis-element
LTR	CCGAAA	752−, 1172−, 1235−, 1522−	4	Low-temperature responsiveness cis-element
TC-rich repeats	ATTCTCTAAC	1360+	1	Defense and stress responsiveness cis-element
TCA-element	CCATCTTTTT	1126−, 1753−	2	Salicylic acid responsiveness element
ARE	AAACCA	601−, 669−, 1202+, 1207+, 1298+, 1675+, 1927	7	Anaerobic induction regulatory cis-element
G-Box	CACGTT	1874−	1	Light responsiveness cis-element
CAT-box	GCCACT	412−	1	Meristem expression-related cis-element
CAAT-box	CCAAT	667−, 834−, 889−, 1184+, 1187−, 1369+, 1378+, 1432−, 1462−, 1560+, 1724+	11	Promoter and enhancer regions cis-element
TATA-box	TATA	205+, 211−, 212+, 217−, 219+, 625−, 626−, 627−, 628+, 1436−, 1443+, 1444−, 1479−, 1489−, 1490−, 1705−, 1706−, 1707−, 1708−, 1743−, 1775−, 1776−, 1777−, 1778−, 1779+, 1780−	26	Core promoter element around −30 of transcription start
P-box	CCTTTTG	1038+	1	Gibberellin-responsive element
Box 4	ATTAAT	121+, 1215−	2	Part of a conserved DNA module involved in light responsiveness
AE-box	AGAAACTT	1970−	1	Part of a module for light response
Sp1	GGGCGG	180−	1	Light-responsive element
GT1-motif	GGTTAA	1815−	1	Light-responsive element
TCCC-motif	TCTCCCT	92−	1	Part of a light-responsive element
GA-motif	ATAGATAA	1393−	1	Part of a light-responsive element
TCT-motif	TCTTAC	1501+	1	Part of a light-responsive element

**Table 4:** Primer sequence of BSP.

Name	Primer Sequence	Amplification Length	Site (to TSS)
*PyMORG1*	F: GGTTTTGAGTTAAAATAAATAATTAAATTA	191	−534
	R: ACCAAAATTTCTCAAAAAATAAACAC		
*PySOD1*	F: TTAAAAGTTGTTATTATTAGATTGAAGGTT	207	−4055
	R: ACCACAATAATATTATCCCCTCTTC		
*PyUNC*	F: AGGTGTTTTTTAAGAAGAGGTATTTATATT	155	+38,126
	R: T AAAAAATCATCCTTCCACTATACCTC		
*PyDET2*	F: TGTGGGTTATAATTAGGGGTGTTTA	234	−2069
	R: AATTAATATTTAATATCAAATTTTTCCTTC		
*PyMYBP*	F: TTATTTGGGTTTGTATTTATATATGTGAGA	254	+22,128
	R: TCCTTTCAAAACCACTAAAAATTTAC		
*PyfrmA*	F: ATTGGTTTAGTTGTTAGGATAAAGG	111	−2027

**Table 5:** Primer sequence of RT-qPCR.

Name	Primer Sequence	Amplification Length/bp
*PD-E1*	F: ATGAGAACTGGTGGTATTGGTGC	164
	R: GTCACAATCTGGGCAGGTTGAAC	
*PyMORG1*	F: GAGCCCCAGAAGCAGACAAT	188
	R: CCCGGAACATCCTCGGAAAT	
*PyUNC*	F: GATGTCAGGGCTGCCTACG	188
	R: TAAAGGCTCCTGCTCCATGTG	
*PyDET2*	F: TACAAGGTTCCCAAGGGTGG	154
	R: AACTCCTCCCCGTCAGGTAA	
*PySOD1*	F: CCTCATGGATTCCACCTGCAT	174
	R: TATTATTGCCTCTGCCACCCC	
*PyMYBP*	F: GGTCCTGGGAATTGGAGAGC	166
	R: TGTTGCCTAGAAGGGCTTGG	
*PyfrmA*	F: GCAAGGGGCGGCAAAAATAA	155
	R: CCACACCCAATCCACCTGTT	

## Data Availability

The transcriptome data in this study are available from the NCBI SRA database under accession no. GSE249347.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25105096/s1.

How the deposited data were processed for this re-analysis (not part of the article)

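Gene expression was measured by RNA sequencing of stem tips from upright and inverted cuttings of *P. yunnanensis* at the early and the rapid growth stage, with 3 libraries in each of 4 groups (JZT, JDT, SZT and SDT). The groups and replicate numbers were taken from the sample labels and from the paper's names of the groups. The labels call the early stage the primary stage. The methylation sequencing, bisulfite PCR and qPCR of the paper were not analysed here.

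The authors deposited raw counts, as whole numbers per gene and library that were not normalized. The submitters' processing notes name HISAT2 and StringTie, and their versions, the genome build, the annotation, the counting tool and the use of strand are not given in the sources used here. The table held 39479 genes, of which 37562 were annotated genes and 1917 were listed as newGene, with 0 unnamed rows and 0 duplicated identifiers. It pairs no identifier with a gene name or a position, so genes that share reads with a near copy or with a gene on the other strand could not be marked, and names are those the paper gives for its 6 candidate genes. The gene lists set out beforehand (hormone synthesis and signalling, DNA methylation, cell cycle, cell wall, photosynthesis, stress, meristem markers and antioxidant enzymes) were not tested, because no table used here pairs the identifiers with names.

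Total counts per library ranged from 28482400 to 32702345, with a median of 31541000.5. No 2 libraries of a group were copies: the chi-square statistic per gene between libraries of the same group was 11.6 to 43.5, where sampling noise alone gives about 1. Genes were filtered with edgeR's filterByExpr (a minimum count of 10 and a minimum total of 15), which kept 29839 genes, 28576 of them annotated. Counts were scaled with TMM factors and fitted with 4 group means over all 12 libraries in edgeR 4.0.16 (R 4.3.3, glmQLFit and glmQLFTest). Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. There were 7 comparisons: inverted against upright cuttings at each stage and averaged over both stages, rapid against early stage in each orientation and averaged over both orientations, and the difference of the stage change between the orientations. Overlaps of calls were set beside the number that independent lists of the same sizes share. The difference of *PyDET2* between orientations was also tested with an exact two-sided permutation test of log2(CPM + 1), shuffling orientation within each stage. Calls of the candidate genes were also adjusted over the list alone.

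The procedure was tested on simulated counts of 29839 genes with 100 genes changed 2-fold and 100 changed 4-fold. For inverted against upright cuttings at the early stage it recovered 56% of the 2-fold and 80% of the 4-fold changes, and 4.90% of its 143 calls were false. For rapid against early stage in upright cuttings it recovered 61% and 81%, and for the orientation averaged over both stages 79% and 88%.

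The comparisons, the tests, the alternatives and the rule for naming genes were set before the data were examined. The rule named the 6 candidate genes in every comparison and, without a table of names, at most 2 genes that rose and 2 that fell most between the orientations averaged over both stages, with no overlap of libraries within either stage and a mean of at least 10 CPM. It was met by 0 genes outside the candidates, so other genes named below were chosen after their values were seen. The alternatives were DESeq2 size factors or library totals only in place of TMM, the DESeq2 1.42.0 Wald test, no filter or a stricter filter on low counts (at least 10 counts in every library of a group), the replicate number as a block, only the groups compared in the fit, each library left out in turn, a threshold of 2-fold in addition, and pseudocounts of 0.1 and 5 CPM. Library totals only moved the median log2 fold change of all tested genes between stages from −0.01 to −0.09 in upright cuttings and from −0.02 to −0.06 in inverted cuttings.

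The replicate numbers were taken to mark the same clone across groups, because the paper states that 3 clones were its 3 biological replicates. The fit, the splits and the exact test of *PyDET2* left the numbers out, as set beforehand, and the block by replicate number was run as an alternative. The sources do not state in words that replicate 1 of each group is the same clone. As a check, the deviations of log2 CPM from the group means were correlated across genes between libraries of different groups. Over the 18 pairs with the same number, r was 0.0108 to 0.36 (median 0.155), and over the pairs with different numbers the median was −0.05. Each of the 12 libraries had its highest mean r with the libraries of its own number.

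Other splits of the same libraries were refitted, all 10 for each comparison of 3 libraries with 3 and 100 drawn with a fixed seed for the other comparisons. A gene was counted as separated by replicate number when, in log2 CPM with a prior count of 2, the 4 libraries of a number lay apart from the other 8 by more than 1. With 50 simulated genes lowered in replicate 3, this count recovered 47 and added 2 others. The position of each early library between the stages was scored over the 17256 genes with a mean of at least 10 CPM, as the part of the difference from early to rapid stage by which it lay off the other early libraries. The axis and the reference of each score came from separate libraries, and the scale used both of these together with the other rapid group. Every early library was treated alike whatever its orientation. A first version of this score, which took only upright early libraries as reference, returned −8.07% for a simulated shift of −15% and was replaced after its value in the real libraries, −5.28%, had been seen. The version reported here returned −13.5% for that shift and −0.0918% for no shift. The plot was drawn with matplotlib 3.10.9 in Python 3.11.15.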

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

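All tests of the genes that separate by replicate number were chosen after that result was seen, except the test for reads of another organism. The counts over other splits of the libraries were planned before the splits were run, and their breakdown by early group was chosen after the counts were seen.

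The paper discusses 6 candidate genes, and most genes that changed in the RNA sequencing lie outside them. Between the rapid and the early growth stage, 10653 genes other than the candidates passed the threshold in edgeR in upright cuttings, 12472 in inverted cuttings and 16115 averaged over both orientations. With the candidates included, 5446 genes were higher and 5213 lower at the rapid stage in upright cuttings, and 6090 were higher and 6388 lower in inverted cuttings. With library totals only, these became 4523 higher and 6383 lower in upright and 5534 and 6780 in inverted cuttings, and with DESeq2 size factors 6288 were higher and 6158 lower in inverted cuttings, so neither balance over all called genes holds a direction. Among genes changed at least 2-fold, 2218 were higher and 1372 lower in upright, 2430 and 1813 in inverted cuttings, and 2582 and 1759 averaged. Averaged over both orientations, 1 of 100 splits, the real one, gave as many calls, which excludes chance at this number of splits (16121 genes against 3297 in the highest other split). Within upright or inverted cuttings, 3 libraries against 3 make only 10 splits, too few for a share under 0.05, and the real split gave 10659 and 12478 genes against 0 in every other split.

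Between inverted and upright cuttings at the early stage, 4890 genes had an unadjusted p under 0.05 in edgeR, where 1492 are expected by chance. After adjustment, 236 genes passed the threshold in edgeR, none of them a candidate gene. Of these, 84 were higher and 152 lower in inverted cuttings, and 70 changed at least 2-fold. The balance of directions was not stable: it was 794 higher and 313 lower without JZT replicate 2, 261 and 259 with the replicate number as a block, 682 and 716 with the DESeq2 Wald test, and 37 and 33 among the genes changed at least 2-fold. The 10 splits are too few to judge chance (236 genes against 0 in the highest other split), and the count depended on the processing and on single libraries. It was 0 when only the 6 early libraries were fitted, 1398 with the DESeq2 Wald test, 5 without JZT replicate 1, 1107 without JZT replicate 2, 112 without JZT replicate 3, 104 without JDT replicate 1, 95 without JDT replicate 2, 147 without SZT replicate 3 and 149 without SDT replicate 1. With the replicate number as a block it was 520, and 231 of the 236 genes were among them. At the rapid stage, edgeR called 0 genes, with 1624 genes at an unadjusted p under 0.05 where 1492 are expected by chance, and the DESeq2 Wald test also called 0, with 1752 of its 34906 genes at an unadjusted p under 0.05 where 1745 are expected by chance. In edgeR this number was 2067, with 1445 expected, when only the rapid libraries were fitted. With 1 library left out it was 1023 (without SDT replicate 2, 1511 expected) to 2391 (without SDT replicate 3, 1510 expected). Genes are not independent, so these numbers are no test of their own. Whether the orientation effect differed between the stages was tested gene by gene, as the difference of the stage change below. All 10 splits at the rapid stage, the real one included, gave 0 genes.

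Averaged over both stages, 4596 genes had an unadjusted p under 0.05 between the orientations in edgeR, where 1492 are expected by chance. After adjustment, 3 genes passed the threshold. Of 100 splits, 6 had at least as many, the highest 32, and the 5 others of these all kept the early libraries in their real groups and so still carried the early difference between the orientations. The 86 splits that mixed the early groups gave at most 1 gene, and the count leaves open whether chance is excluded. The 3 genes were chosen for naming after their values were seen. *Pyun18G003220* had 0 counts in all 3 upright early libraries, 62 to 111 in inverted early libraries, 95 to 108 in upright rapid and 80 to 121 in inverted rapid libraries. With a floor of 3 counts over the upright early group, it was at least 79.8-fold higher in inverted early, at least 104-fold higher in upright rapid and at least 107-fold higher in inverted rapid libraries. Of all sets of 3 libraries, the upright early group was the only one with a gene at 0 counts throughout and at least 20 counts in each of the other 9 libraries, and this was the only such gene. *Pyun17G011080* was higher in inverted cuttings by a log2 fold change of 0.56 (standard error 0.0708, adjusted p = 0.038 in edgeR), and Populus_yunnanensis_newGene_990 was lower, with 50 to 53 counts in upright early and 0 to 1 in inverted early libraries (fitted log2 fold change −4.44, adjusted p = 0.038 in edgeR). At the rapid stage it held 60, 9 and 52 counts in upright and 11, 9 and 8 in inverted libraries, which overlap. *Pyun17G011080* held 363 to 442 counts in upright early and 753 to 968 in inverted early libraries, and at the rapid stage the counts of the orientations overlapped. Both genes lost the threshold in most fits with 1 library left out, and *Pyun18G003220* in none. The count was 1 without any 1 of JZT replicate 1, JZT replicate 3, JDT replicate 2, SZT replicate 1, SZT replicate 3, SDT replicate 1 or SDT replicate 2, and 635 without JZT replicate 2, with the replicate number as a block it was 9 (2 higher, 7 lower), and with the DESeq2 Wald test 802 (353 higher, 449 lower).

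The change from the early to the rapid stage was also compared between inverted and upright cuttings. In edgeR, 2447 genes had an unadjusted p under 0.05 for this difference, where 1492 are expected by chance. After adjustment, 3 genes passed the threshold. Again 6 of 100 splits had at least as many, the highest 38, the 5 others all kept the real early groups, and the 86 that mixed them gave at most 1, so chance stays open here too. For *Pyun03G014770* the log2 difference, inverted minus upright, was −1.55 (adjusted p = 0.0132 in edgeR). Its mean went from 77.0 to 130 CPM in upright and from 177 to 102 CPM in inverted cuttings. For *Pyun01G006900* the difference was −1.36 (adjusted p = 0.032 in edgeR), with means from 117 to 156 CPM in upright and from 267 to 138 CPM in inverted cuttings. For *Pyun18G003220* the fitted difference was −9.25 (adjusted p = 0.00283 in edgeR), a size that depends on the prior count because its upright early libraries are at 0. Of the 3, *Pyun18G003220* passed the threshold with every library left out in turn. In other fits the count was 249 with the DESeq2 Wald test (153 higher, 96 lower), 9 without a filter on low counts (2 higher, 7 lower) and 9 with the replicate number as a block (5 higher, 4 lower), against 0 higher and 3 lower here, so the balance of directions is not stable. It was 1 without JZT replicate 1, JZT replicate 3, SZT replicate 3, SDT replicate 1 or SDT replicate 3, 6 without JDT replicate 1 and 7 without JDT replicate 3. *Pyun03G014770* lost the threshold in 5 and *Pyun01G006900* in 8 of the fits with 1 library left out. Among the candidates, *PyMORG1* (*Pyun02G001640*) had a log2 difference of 3.07 (standard error 0.787), which passed over the 6 candidates alone (adjusted p = 0.0124) and not over all genes (adjusted p = 0.277 in edgeR, and 0.0115 to 0.544 over the alternatives). The study screened the candidates with the same libraries, so passing over them alone is no independent evidence. The inverted early libraries held only 0 to 4 counts of this gene.

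In all 4 groups at once, 53 genes separated the libraries by replicate number. Of these, 44 were lower in replicate 3 than in replicates 1 and 2, by a median log2 difference of −4.14, and 26 of the 44 were newGene models, which make up 4.23% of the genes tested (Fisher's exact test, p = 7.56e-25). No call between orientations and no call between stages averaged over both orientations was among the 53. These genes were chosen for a log2 gap of more than 1 between replicates within every group. The fit without a block counts that gap as noise, so the absence of calls largely follows from the choice. The tables argue against 2 explanations: of all ways to match the numbers across groups, 1, the real one, gave as many genes (the highest other way 47, with the numbers 1 and 2 exchanged in some groups), and replicate 3 was sequenced no less deeply (1.05 times the mean total of the others). Genes chosen in 3 groups had the same extreme replicate in the group left out in 89.9% of cases, where chance gives 33.3%, so the separation carries over between groups. A genetic difference between the 3 clones is a candidate explanation. Clones and any handling of same-numbered libraries together share the same numbers and cannot be told apart in this design, although no label and no statement of the paper names such handling. By edgeR's test for replicate number 77 genes passed the threshold, and 23 of the 44 genes had no count in any of the 4 libraries of replicate 3. The median log2 shift of all genes in replicate 3 was −0.00123, a median that TMM scaling holds near 0. These values exclude neither small shifts of many genes in both directions nor a shift restricted to few genes. Across all tested genes, the median r was 0.155 between libraries of the same number and −0.05 between those of different numbers. Reads of another organism in replicates 1 and 2 also stay open: the median CV of the newGene models over those 8 libraries lay at the 89.3rd percentile of 10000 sets of annotated genes matched on level, above the middle of these sets and below the 95th percentile set beforehand as the bound, a margin within the spread of the sets that does not exclude it. This reading of the bound was chosen after the value was seen.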

How the results depend on the processing

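The alternatives for the genes that separate by replicate number and for the stage position were chosen after the data were seen, and the other alternatives were planned. The counts of genes changed between stages stayed within 1.5 times the main count under every alternative but the added 2-fold threshold, which by construction left 3590 in upright cuttings, 4243 in inverted cuttings and 4341 averaged. The orientation counts depended on the processing. At the early stage, the 236 genes became 1398 with the DESeq2 Wald test, 520 with the replicate block, 70 with the 2-fold threshold and 0 when only the 6 early libraries were fitted, a fit with fewer samples. With 1 library left out the count was 5 to 1107. At the rapid stage, the count was 0 to 1 with 1 library left out (1 without SZT replicate 1 and 1 without SZT replicate 3) and 0 under the other alternatives. Averaged over both stages, the 3 genes became 802 with the DESeq2 Wald test, 9 with the replicate block and 1 to 635 with 1 library left out. The 3 genes whose stage change differed between orientations became 249 with the DESeq2 Wald test, 9 without a filter on low counts, 9 with the replicate block and 1 to 7 with 1 library left out (1 without JZT replicate 1, JZT replicate 3, SZT replicate 3, SDT replicate 1 or SDT replicate 3, 6 without JDT replicate 1 and 7 without JDT replicate 3). The cause was not tested. The replicate block moved no other count by over 1.5 times and changed no call of a candidate gene, and it kept 10218 of the 10659 genes between stages in upright cuttings, 12017 of 12478 in inverted cuttings and 15716 of 16121 averaged.
With 1 library left out, the log2 fold change of *PyDET2* between stages in upright cuttings was 1.75 to 3.15, and it lost the threshold without JZT replicate 1 or 3. In inverted cuttings it kept the threshold throughout. Its difference between inverted and upright cuttings, none of which passed the threshold, was −0.62 to 0.33 averaged over both stages, −1.18 to 0.71 at the early stage, −0.27 to 0.0897 at the rapid stage and −0.76 to 1.12 for the difference of the stage change, and the exact test gave p = 0.37 to 1. Except at the rapid stage, both ends of these log2 ranges came from leaving out early replicate 2 of 1 orientation. This replicate was the highest early library in both orientations. Differences between orientations that did not pass the threshold also changed sign with 1 library left out for *PyMORG1* at the rapid stage (−0.0728 to 0.13), for *PyMYBP* at the early (−0.17 to 0.36) and the rapid stage (−0.0123 to 0.14) and for *PyfrmA* at the early stage (−0.23 to 0.40). The correlation of orientation effects between the stages was −0.0056 to 0.171, lowest without JDT replicate 1, and that of stage effects between the orientations was 0.797 to 0.822, below the 0.83 with all libraries. Of the candidates, low counts limit *PyDET2* and *PyMORG1* most, with 4 to 31 and 0 to 39 counts per early library. How much of their spread comes from depth was not tested. The 53 genes that separate by replicate number became 12 with the stricter filter, which removes genes that are low in 1 replicate of every group.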

Differences from the paper's values

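The paper's values are from qPCR, another assay than the RNA sequencing counts. In Fig. 9 each orientation is set relative to its own early growth stage, and the figure does not say what its error bars stand for. The SD of each fold combines the relative SDs of both groups in CPM, and the same relative SD was used under every alternative. Values are said to differ where they lie more than this SD apart and 1 is more than 1.5 times the other.

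For *PyDET2* (*Pyun08G000970*) in upright cuttings, the paper's fold between rapid and early stage is 10.8, and the counts gave 4.29 ± 3.86 (SD, n = 3 in each group), with a 95% interval from 1.76 to 10.5. Of the 19 alternatives set before the data were examined, 18 also differed from the paper's value and 1, without JZT replicate 2, came within 1.5 times of it (8.88). Those that left out an inverted library could hardly move this fold (4.29 to 4.3), so they are no separate checks of it. In inverted cuttings the paper's 5.7 and the counts' 5.23 ± 4.39 (SD, n = 3 in each group) did not differ, nor did they under any alternative. Without JDT replicate 2 the fold was 9.35, more than 1.5 times the paper's value but within its SD of 7.85.

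For *PyMORG1* the paper's fold is about 1.1 in upright and about 0.97 in inverted cuttings in Fig. 9, read by eye, and the counts gave 4.39 ± 2.80 and 37.0 ± 32.4 (SD, n = 3 in each group), the latter of uncertain size with only 0 to 4 counts per inverted early library. For *PyfrmA* it is about 1.4 and about 1.8 in Fig. 9, read by eye, and the counts gave 10.9 ± 1.85 and 14.4 ± 7.06 (SD, n = 3 in each group). For *PyUNC* it is about 1.2 and about 1.1 in Fig. 9, read by eye, and the counts gave 1.99 ± 0.226 and 1.74 ± 0.163 (SD, n = 3 in each group). For *PyMYBP* in inverted cuttings it is about 0.90 in Fig. 9, read by eye, and the counts gave 2.06 ± 0.790 (SD, n = 3 in each group). All 19 alternatives differed from the paper's value in each of these 7 cases. Alternatives that left out a library of the other orientation hardly changed a fold, so they are no separate checks. For *PySOD1* in both orientations and *PyMYBP* in upright cuttings, the counts stayed within 1.5 times of Fig. 9 or within the SD, with all libraries and under each of the 19 alternatives. For *PyMYBP* in upright cuttings it is about 1.6 in Fig. 9, read by eye, and the counts gave 2.21 ± 0.289 (SD, n = 3 in each group), with a 95% interval from 1.62 to 3.01. For *PySOD1* it is about 0.60 in upright and about 0.50 in inverted cuttings in Fig. 9, read by eye, and the counts gave 0.605 ± 0.132 and 0.627 ± 0.0635 (SD, n = 3 in each group), the latter with a 95% interval from 0.519 to 0.758.

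The paper states that *DET2* was expressed more in upright than in inverted cuttings. In the counts the averaged log2 fold change of inverted against upright cuttings was −0.20, in the same direction, and it did not pass the threshold (adjusted p = 0.863 in edgeR, and 0.504 to 0.995 over the alternatives). Upright was higher in 4 of 6 pairs of libraries with the same stage and number. The fold between stages was larger in upright cuttings in the paper's qPCR (10.8 against 5.7). In the counts it was larger in inverted cuttings (5.23 against 4.29), a difference that did not pass the threshold (adjusted p = 0.975 in edgeR).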

Other observations

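The tests of the position of the early libraries between the stages were chosen after that pattern was seen, and the score was revised once. The other values come from planned comparisons.

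Growth stage, which here coincides with the collection date, was the main axis of expression in these stem tips, in upright and inverted cuttings alike. Stage cannot be told apart from season, age of the cuttings or handling by date. The first principal component of log2 CPM, with 55.7% of the variance, parted the 6 early from the 6 rapid libraries. Of the genes higher at the rapid stage, 4438 were shared by upright and inverted cuttings, where independent lists of these sizes would share 1112, and of those lower 4095 were shared, where independent lists would share 1116. Only 18 genes were called in opposite directions. The log2 fold changes of the stage correlated between the orientations with Pearson's r of 0.83 and Spearman's rho of 0.824 across genes, which are not independent replicates. The 2 comparisons share no library. Those of orientation correlated between the stages with r of 0.141 and rho of 0.203, and r was −0.0056 without JDT replicate 1. Of the 6 candidates, *PyDET2* had the largest p for the stage in both orientations in edgeR, at rank 7579 of 29839 genes in upright cuttings and 7698 in inverted cuttings, and *PyfrmA* the smallest, at ranks 316 and 275.

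Early inverted libraries lay farther from the rapid stage than early upright libraries. On the score of the stage difference, in percent of the way from early to rapid, inverted early libraries had −5.04 ± 5.41% and upright early libraries 4.76 ± 2.79% (SD, n = 3), a difference of −9.8%. The tables argue against 1 technical explanation, a single deviating library. With 1 early library left out the difference was −11.7% to −7.22%, smallest without JDT replicate 3, beyond the larger SD of 5.41%. With library totals in place of TMM the difference was −9.77%, also beyond this SD. The TMM factors of the early libraries were all near 1 (0.973 to 1.04), so this change could hardly move the score and does not decide on scaling. All 3 inverted early libraries scored below all 3 upright ones, with a gap of 1.17%, and within replicate numbers 1, 2 and 3 the inverted library lay at −6.70%, −7.38% and −15.3% from the upright one (exact two-sided sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). A later development of inverted cuttings stays an open candidate explanation, since these values restate the pattern and no independent test of it was run. The 10 splits of 6 libraries are too few to judge chance (1 of 10, the real one, gave as large a difference, and the highest other split gave −9.02%; exact two-sided permutation test, p = 0.1, the smallest possible). At the rapid stage the scores of inverted and upright libraries overlapped (a difference of 1.45%, exact two-sided permutation test, p = 0.5).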
